A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Coding and noncoding transcriptomes of NODULIN HOMEOBOX (NDX)-deficient Arabidopsis inflorescence" (2023).

How the data were processed

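DRIP-seq (DNA:RNA immunoprecipitation followed by sequencing) maps R-loops, which are stretches of DNA where an RNA strand pairs with one DNA strand and displaces the other. The S9.6 antibody, which binds DNA:RNA hybrids, was used on sonicated nucleic acid from cross-linked 10-day-old seedlings of *Arabidopsis thaliana*. The 8 libraries covered the Col-0 wild type and the *ndx1-4* mutant, a T-DNA insertion line of the NODULIN HOMEOBOX (*NDX*) gene. Each genotype had 1 input library, 2 S9.6 immunoprecipitation (IP) libraries and 1 IP library treated with RNase H, an enzyme that digests the RNA of DNA:RNA hybrids. Groups were taken from the sample titles.

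The data analysed here were 1 peak list per genotype on the TAIR10 build. Each list gave the start, end and a whole-number score per peak. The score is a value the authors deposited with each peak, and what 1 unit of it stands for is not stated in the labels. The labels do not state the peak caller, its threshold, or how the input, the RNase H library and the 2 IP libraries of a genotype entered the calls. For this reason the scores were used to describe, rank and filter peaks within a list and never compared between lists. Peak starts lay on a grid of 20 bases in both lists, no peak was shorter than 200 bases and no score was below 53. Neighbouring peaks lay at least 40 bases apart. In each list 2 peaks ended exactly at the end of a chromosome of the reference, which checked the build. Read counts and per-replicate peaks were not analysed here, so the depth of each library is unknown and no value has an error between replicates. A list called from a deeper library usually holds more peaks, and this could not be separated from genotype. The intervals given are 95% intervals (Wilson for shares, and for the ratio of peak numbers the Wilson interval of the *ndx1-4* share of all peaks, turned into a ratio) and cover counting error only. No test between genotypes was made for the nuclear peaks, because peaks are not replicates. For the mitochondrial peaks an exact binomial test compared the counts of the 2 lists, which is a comparison of these lists and not of the genotypes.

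Gene models came from the RefSeq annotation of TAIR10.1, whose nuclear chromosomes have the same coordinates. It held 27444 protein-coding genes and 4843 pseudogenes on chromosomes 1 to 5. A separate transposable element annotation was not used here, and many transposon-derived genes are among the pseudogenes. Each base was put in the first matching class of coding sequence (CDS), untranslated region (UTR), intron, noncoding exon, 1 kb upstream of a gene start, 1 kb downstream of a gene end and intergenic space. Noncoding exons were those of all genes that were not protein-coding, pseudogenes included, with the whole gene where no exon was annotated. Windows of 100 kb were called pericentromeric where protein-coding gene bodies covered under 40% of the sequence, averaged over 5 windows. They made up 21.4% of the genome (25.5 Mb of 119 Mb).

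Peaks of 1 list were a partner of peaks of the other where they shared at least 1 base. Observed values were set against 1000 random placements of the peaks on the 20-base grid of their own chromosome, with lengths kept and overlap among placed peaks allowed. Placement took no account of whether reads can be mapped uniquely at a position. A value was called different from chance when it fell outside the central 95% of placements. Random placement permutes the positions of the peaks, and its two-sided p is called the permutation p. It has 0.002 as its smallest possible value. These tests compare a list with chance positions in the genome and not one genotype with the other. Benjamini-Hochberg adjustment was made over 16 tests of gene features, 6 tests of the pericentromeric share, genic share and GC content, and 20 tests of gene types. Peaks found in 1 list only were compared with 10000 random draws of as many peaks from the same list, matched on deciles of the score where stated. Sequence present in several copies was measured as the share of 31-base words found more than once in the reference. Purine asymmetry, used in the closing observations, was the absolute difference between purines and pyrimidines as a percent of bases, so that 0% means equal numbers on both strands. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The placement and overlap code was tested on simulated lists of 10000 peaks: an overlap of 63.0% of peaks was recovered as 63.3%. The 63.0% included chance overlap estimated with the same code. Of 8 comparisons with chance, 0 was called, using 100 placements and the permutation p. Both lists had random positions but shared most of their peaks, so the 8 comparisons were not independent.

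The loci named in the text were fixed before the data were examined: *NDX*, *FLC* with 1 kb on each side, *RING1A*, *RING1B* and *VAL1*, and in each list the longest peak, the 3 longest peaks without a partner and the highest-scoring peak. The alternatives were also fixed then: peaks of at least 500 bases, merging of peaks less than 200 bases apart, the 50% of each list with the higher score, an overlap of at least 50% in 1 or both directions, placement within the pericentromere or the arms, thresholds of 30% and 50% for the pericentromere, all annotated genes, 500-base flanks, at least 20% of a gene body covered, no peak of the other list within 500 bases, and inclusion of the organelle genomes. The higher-scoring 50% of each list was added for the gene features after the data were seen. Peaks on the chloroplast and mitochondrial genomes were left out of every comparison except the last.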

Results

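R-loops were mapped by S9.6 DRIP-seq in wild-type Col-0 and mutant *ndx1-4* seedlings at 10 days of age, from 8 libraries (1 input, 2 IP and 1 RNase H-treated IP library per genotype). The title of the data series places NDX in heterochromatin homeostasis, so the questions that the peak lists address are whether the R-loop map differs in extent or position when NDX is disrupted, and whether it differs at the pericentromere. Each genotype was represented by a single deposited list, so no value below has a replicate error, and differences between the lists are descriptions of the lists.

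On chromosomes 1 to 5 the Col-0 list held 14180 peaks and the *ndx1-4* list 13549, which was 631 fewer. The ratio of *ndx1-4* to Col-0 was 0.956 (95% confidence interval 0.933 to 0.978, counting error only). The interval of the ratio treats both lists as independent, although most of their peaks overlapped. The alternative that moved this ratio most was a minimum length of 500 bases, which gave 0.877. Per chromosome the ratio ranged from 0.95 on chromosome 3 to 0.962 on chromosome 4. Peaks covered 5751985 bases in Col-0 (4.83% of the genome) and 5355385 bases in *ndx1-4* (4.49%), a ratio of 0.931. The median peak length was 340 bases in both lists, with quartiles of 260 and 480 bases in both. Peaks of at least 500 bases numbered 3541 in Col-0 (25%) and 3104 in *ndx1-4* (22.9%).

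To compare positions, the peaks of each list were overlapped with the other list. Of the Col-0 peaks, 12495 (88.1%, 95% interval 87.6 to 88.6%) shared at least 1 base with an *ndx1-4* peak, against a mean of 8.47% when the *ndx1-4* peaks were placed at random (two-sided permutation p = 0.002, the smallest that 1000 placements can give). Of the *ndx1-4* peaks, 12541 (92.6%, 92.1 to 93.0%) overlapped a Col-0 peak, against 8.84% at random (permutation p = 0.002). A minimum length of 500 bases moved the first share most, to 79.9%. The bases in common were 79.1% of the bases covered in either list, against 2.35% at random. Among 12306 peaks paired one to one, the Col-0 peak was longer in 5216 pairs (42.4%), the *ndx1-4* peak was longer in 3524 (28.6%) and the lengths were equal in 3566.

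Peak density was similar along the chromosomes. Across 235 windows of 500 kb the Spearman correlation of the number of peaks was 0.908. The Col-0 list had more peaks in 173 windows, the *ndx1-4* list had more in 43, and the number was equal in 19.

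**Figure D1:**
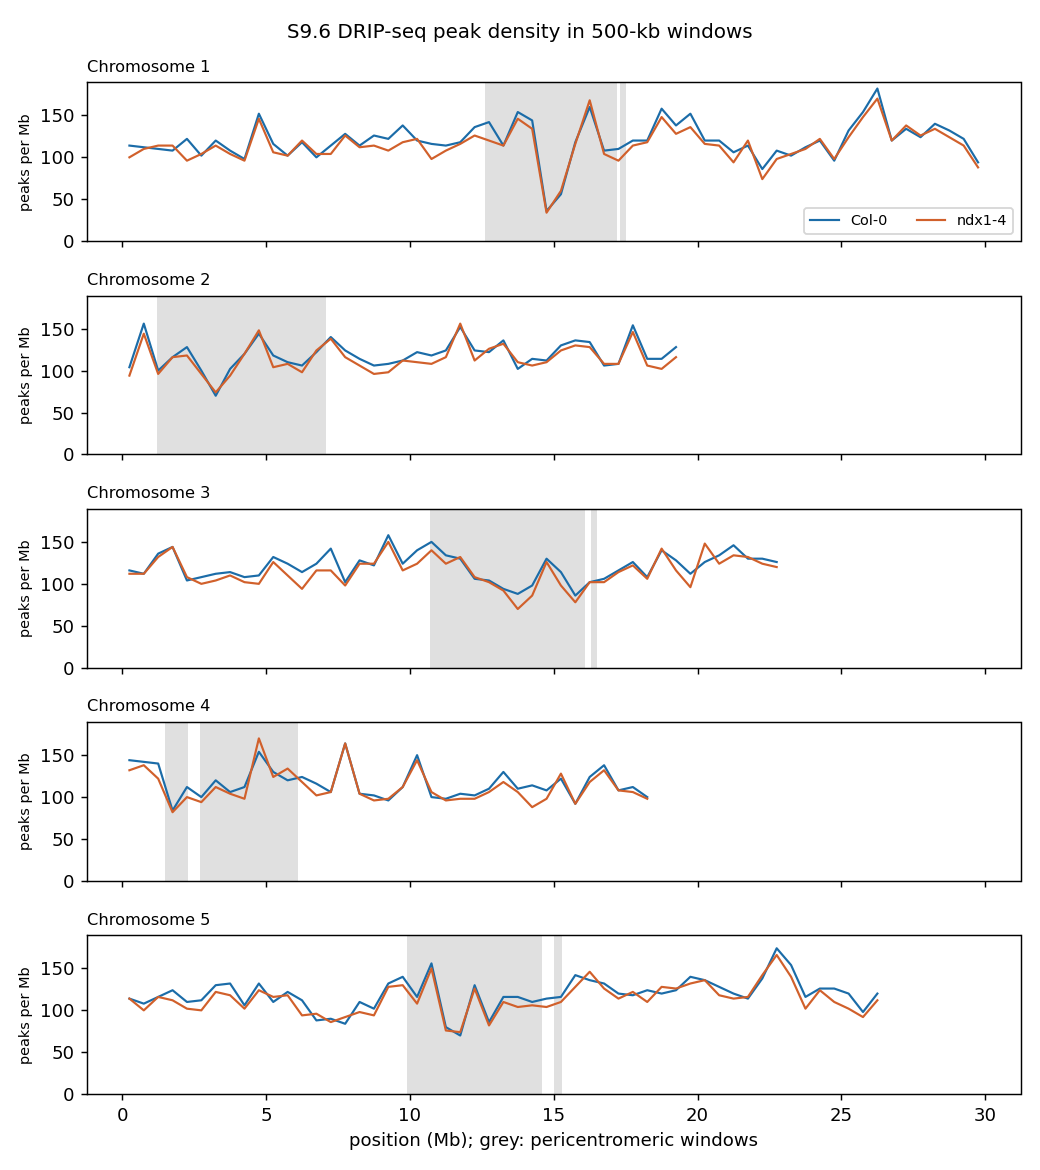
Peaks per Mb (vertical axis) in 500-kb windows along chromosomes 1 to 5 (horizontal axis, Mb) for the Col-0 list (blue) and the *ndx1-4* list (orange), with pericentromeric windows in grey. The lines run close together, with more Col-0 peaks in 173 of 235 windows.

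The pericentromere held 20.7% of covered bases in Col-0, against 21.4% at random (0.965-fold, permutation p = 0.0599, adjusted permutation p = 0.0639). In *ndx1-4* it also held 20.7%, against 21.4% at random (0.966-fold, permutation p = 0.0639, adjusted permutation p = 0.0639). Neither share fell outside the central 95% of placements. Among the 50% of each list with the higher score, the direction changed to 1.01-fold in both lists, with permutation p = 0.529 in Col-0 and permutation p = 0.563 in *ndx1-4*. The difference between the lists was 0.04 percentage points.

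Protein-coding gene bodies held 56.8% of covered bases in Col-0 and 56.0% in *ndx1-4*, against 54.1% at random in both (1.05-fold and 1.03-fold, both permutation p = 0.002, adjusted permutation p = 0.003). Within genes the distribution was uneven. The 5' UTR was covered 3.28-fold over random in Col-0 and 3.32-fold in *ndx1-4* (both permutation p = 0.002, adjusted permutation p = 0.0032). Coverage was below random in CDS (0.856-fold and 0.826-fold), introns (0.778-fold and 0.773-fold), the 3' UTR (0.817-fold and 0.802-fold) and the downstream 1 kb (0.871-fold and 0.892-fold), with an adjusted p of 0.0032 in each list. Noncoding exons were at 0.913-fold in Col-0 (adjusted permutation p = 0.00582) and 0.939-fold in *ndx1-4* (adjusted permutation p = 0.0295). This class included pseudogenes, whose bodies held 7.19% of covered bases in Col-0 against 8.78% at random. In *ndx1-4* they held 7.41% against 8.79%. The class value therefore does not describe genes for noncoding RNA alone. Intergenic space was at 0.951-fold in Col-0 (adjusted permutation p = 0.0107) and 0.963-fold in *ndx1-4* (adjusted permutation p = 0.0571). The intergenic value lay above random among the higher-scoring 50% of each list, at 1.02-fold (permutation p = 0.392) and 1.05-fold (permutation p = 0.0919). The Col-0 call was also lost with peaks of at least 500 bases (permutation p = 0.164) and with placement within the pericentromere or the arms (permutation p = 0.0679). The upstream 1 kb did not differ from random (0.982-fold, permutation p = 0.366, and 0.997-fold, permutation p = 0.887), but with 500-base flanks it lay above random, at 1.13-fold in Col-0 and 1.15-fold in *ndx1-4*, and with peaks of at least 500 bases it lay below random, at 0.876-fold and 0.896-fold.

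**Figure D2:**
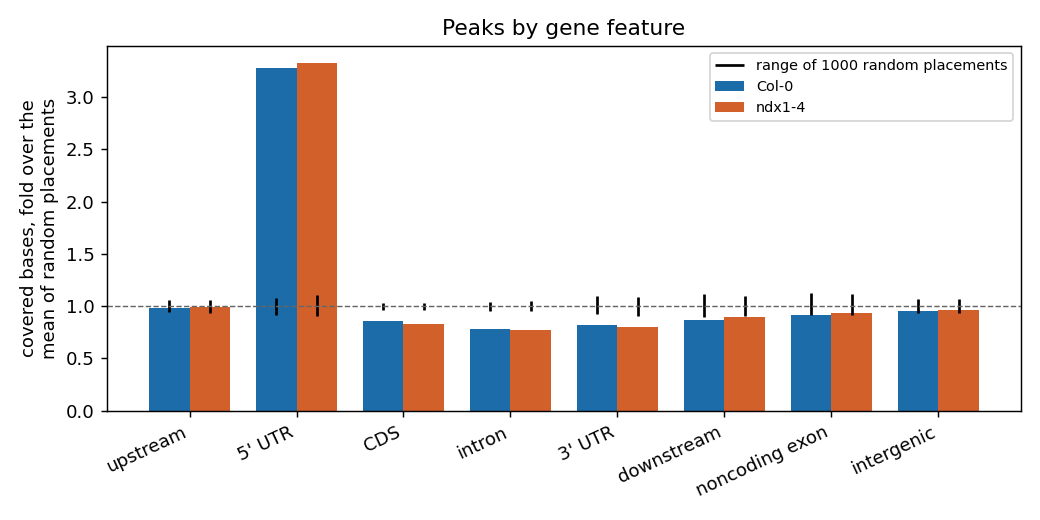
Covered bases per gene feature as fold over the mean of random placements (vertical axis) for Col-0 (blue bars) and *ndx1-4* (orange bars); black lines span the lowest to the highest of 1000 placements and the dashed line marks 1. The 5' UTR stands above random at 3.28-fold and 3.32-fold.

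Averaged over protein-coding genes, coverage was highest 100 to 200 bases downstream of the gene start. There 11.9% of positions lay under a peak in Col-0 and 11.3% in *ndx1-4*, which was 2.47-fold and 2.52-fold above the genome. At the gene end coverage was below the genome level of 4.83% in Col-0 and 4.49% in *ndx1-4*: in the 100 bases before the end it was 3.95% and 3.64%. It was highest 400 to 500 bases past the end, at 5.02% and 4.73%. Peaks had a lower GC content than random positions, 34.8% in Col-0 and 34.7% in *ndx1-4* against 36.0% (both permutation p = 0.002, adjusted permutation p = 0.003).

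**Figure D3:**
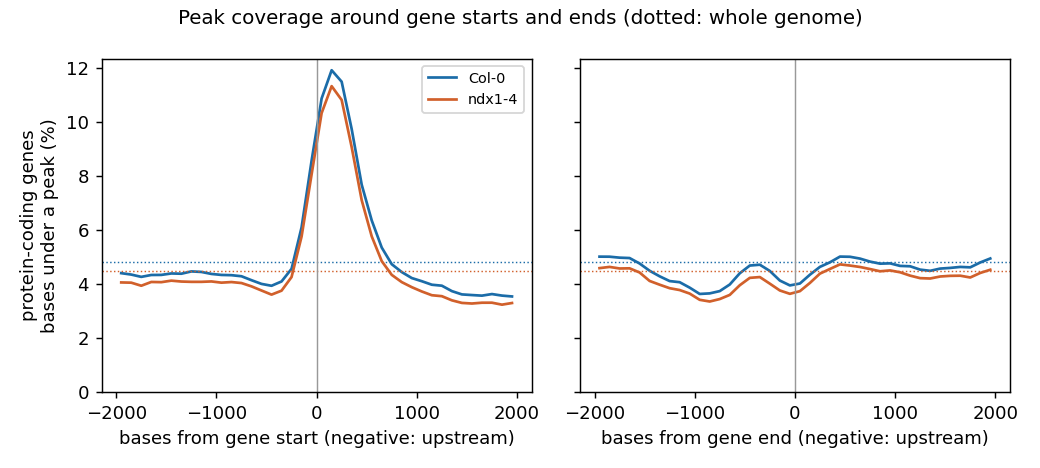
Percent of protein-coding genes whose base lies under a peak (vertical axis) by distance in bases from the gene start (left) and gene end (right), in 100-base bins, for Col-0 (blue) and *ndx1-4* (orange); dotted lines give the whole-genome coverage. Coverage reaches 11.9% in Col-0 and 11.3% in *ndx1-4* downstream of the start.

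A peak overlapped 8129 of 27444 protein-coding genes (29.6%) in Col-0 and 7736 (28.2%) in *ndx1-4*, and 7313 genes had a peak in both lists. Random placement gave means of 7431 and 7135 genes (permutation p = 0.002, adjusted permutation p = 0.00333 over 20 tests of gene types). Requiring a peak over 20% of the gene body left 2478, 2203 and 2063 genes. Genes for lncRNA had a peak 1.51-fold and 1.5-fold as often as at random, and miRNA genes 2.13-fold and 2.09-fold. Pseudogenes had a peak less often than at random, 925 of 4843 (19.1%) in Col-0 and 910 (18.8%) in *ndx1-4*, with ratios to random of 0.768 and 0.787. Sequence present in several copies was not examined for pseudogenes, so an effect of read mapping stays open. The lowest ratio was found for tRNA genes, of which 3 of 625 (0.48%, 95% interval 0.163 to 1.40%) had a peak in each list, against 5.52% and 5.17% at random. All of these gene types had an adjusted p of 0.00333 in both lists.

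The Col-0 list held 1685 peaks without a partner (11.9%) and the *ndx1-4* list 1008 (7.44%). Their median length was 220 bases in both lists, against 360 bases for peaks with a partner, and no draw of as many peaks from the same list had a median below 320 bases. The share of peaks with a partner depended on the score rank within the list. In Col-0 it rose from 63.3% in the lowest decile of scores to 98.5% in the seventh, was 97.1% in the ninth and was 84.1% in the highest (82.1 to 85.9%). In *ndx1-4* it rose from 72.0% in the lowest decile to 99.5% in the ninth and was 98.2% in the highest (97.4 to 98.8%). The highest decile thus included 225 of 1418 Col-0 peaks and 24 of 1354 *ndx1-4* peaks without a partner. Among the top 1% by score, 75 of 141 Col-0 peaks and 128 of 135 *ndx1-4* peaks had a partner.

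**Figure D4:**
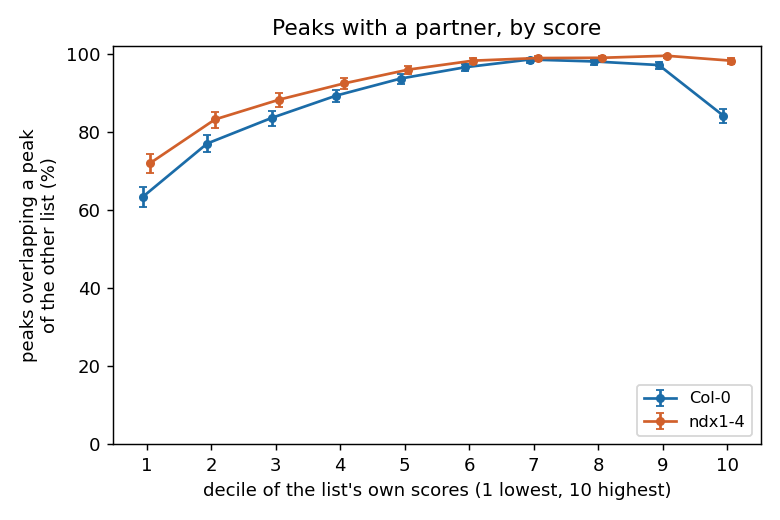
Percent of peaks that overlap a peak of the other list (vertical axis) by decile of the list's own scores (horizontal axis, 1 lowest to 10 highest) for Col-0 (blue) and *ndx1-4* (orange), with 95% Wilson intervals. The share is 84.1% in the highest Col-0 decile and 98.2% in the highest *ndx1-4* decile.

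Peaks without a partner were then compared with peaks of the same list matched on the score. Of the *ndx1-4*-only peaks, 20.7% were pericentromeric, against 19.1% in the draws (central 95% 16.9 to 21.2%). A protein-coding gene was overlapped by 586 of 1008 (58.1%), fewer than in the draws (63.4%, 60.7 to 66.1%), and 28.7% overlapped no annotated gene (draws 22.3 to 27.2%). Of the Col-0-only peaks, 19.4% were pericentromeric (draws 17.9 to 21.2%) and 64.3% overlapped a protein-coding gene (draws 62.1 to 66.2%). A pseudogene was overlapped by 7.00% of them, just below the central 95% of draws (7.06 to 9.38%), and by 10.2% of the *ndx1-4*-only peaks, inside theirs (7.34 to 10.5%). The mean GC content of the *ndx1-4*-only peaks, 34.4%, was also just below that range, at percentile 1.42.

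At the mutated locus *NDX* (AT4G03090, chromosome 4, 1366053 to 1371557, minus strand) each list had 1 peak, entirely in CDS, at 1367301 to 1367520 in Col-0 and 1367301 to 1367640 in *ndx1-4*. *FLC* (AT5G10140, chromosome 5, 3173382 to 3179448) had no peak within 1 kb in either list, and the nearest lay 14961 bases away in Col-0 and 14981 in *ndx1-4*. The paper cites earlier work in which NDX bound an R-loop near the 3' end of this gene. A missing peak in these lists therefore does not show that *FLC* lacks R-loops. *RING1A* (AT5G44280) had 1 peak in each list with identical edges, chromosome 5, 17838401 to 17838900, of which 64.2% was intron, 29.6% CDS and 6.2% 5' UTR. *RING1B* (AT1G03770) had none in either list. *VAL1* (AT2G30470) had 3 peaks in each list, 1 at the 3' end (chromosome 2, 12980521 to 12981020 in Col-0) and 2 within the first part of the gene.

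The longest peak of both lists lay in AT5G40450 on chromosome 5, mostly in CDS. It spanned 5740 bases in Col-0 (16186221 to 16191960, 95.2% CDS) and 3500 bases in *ndx1-4* (16186261 to 16189760, 96.2% CDS). The Col-0 peak overlapped 2 *ndx1-4* peaks, of which this was the longer. The 3 longest Col-0 peaks without a partner were 2100 bases in AT2G33435 (chromosome 2, 14165881 to 14167980, 92.6% CDS), 2080 bases over *UBP26* and AT3G49601 (chromosome 3, 18386661 to 18388740, 59.6% CDS) and 2040 bases in AT5G27220 (chromosome 5, 9578301 to 9580340, 77.6% CDS). In *ndx1-4* they were 1360 bases in AT3G05130 (chromosome 3, 1433641 to 1435000, all CDS), 880 bases in AT3G28540 (chromosome 3, 10695281 to 10696160, 80.0% CDS) and 820 bases over the start of AT5G11130 (chromosome 5, 3541861 to 3542680, 27.1% CDS). The highest-scoring peak was at the same position in both lists, chromosome 4 from 3655301, in the pericentromere at the pseudogene AT4G06597. Of its 31-base words, 81.1% in Col-0 and 83.0% in *ndx1-4* occurred more than once in the reference, and read length and mapping were not examined.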

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

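The peaks on the organelle genomes were outside every comparison of nuclear peaks, and their number drew attention because it was above 0. The test given here was chosen after the counts were seen. The chloroplast genome carried 18 peaks in Col-0 and 17 in *ndx1-4*, and 17 of them had a partner in the other list. The mitochondrial genome carried 5 peaks in Col-0 and 10 in *ndx1-4*. All 5 Col-0 peaks had a partner, and the other 5 *ndx1-4* peaks had scores from 59 to 78, below the 93 of the lowest shared one. An exact binomial test of 10 against 5, given the totals of both lists, gave p = 0.201. It treats peaks as independent counts, although all 5 Col-0 peaks had a partner, and it compares these lists, not the genotypes. Because the test leaves out this pairing, it does not settle whether counting noise accounts for the difference. A change in organelle DNA content or in the calling threshold between genotypes stays open, and no biological explanation was tested. Whether RNase H removed these signals was not analysed here.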

How the results depend on the processing

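The 36 results were recomputed under 159 alternatives, of which 143 were chosen before the data were examined. The other 16, the gene features among the higher-scoring 50% of each list, were chosen after seeing the data. No paired analysis was possible because each genotype had a single list, in which the replicate numbers 1 and 2 of the IP libraries do not appear. For the same reason no replicate could be left out. In 13 of the 159 alternatives the setting could move neither the value nor any comparison with chance. Of these, 10 were the flank length for classes assigned before the flanks and 3 the merging of peaks for the number of genes. These 13 are left out of the counts below. Of the 76 alternatives left for results other than gene features, 60 kept the direction and the side of the threshold, or moved by less than the counting error. These include each alternative for the overlap of the lists, the bases in common, the genic share, the GC content and the length of peaks without a partner. For the overlap, the bases in common and the GC content, placement within the pericentromere or the arms changes only the random values. The observed value is then fixed, so that alternative tests the comparison with chance alone. The overlap of Col-0 peaks ranged from 79.9% to 88.5% and that of *ndx1-4* peaks from 91.0% to 92.8%. The difference between the lists in genic share, -0.762 points, had a counting error of 1.17 points. It was -1.48 points with peaks of at least 500 bases and -1.24 points with the higher-scoring 50%, moves smaller than that error. These subsets hold fewer peaks, so their own counting error is larger. The 1.17 points also treat the lists as independent, although most of their peaks overlap, so the comparison is only approximate.

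A minimum length of 500 bases moved the ratio of peak numbers to 0.877 and that of covered length to 0.861, so the shortfall in *ndx1-4* was larger among long peaks, and the cause was not tested. It also moved the median lengths to 620 bases in Col-0 and 600 in *ndx1-4*, which follows from the filter itself. Genes with a peak fell in number wherever fewer bases counted, to 2475 in Col-0, 2142 in *ndx1-4* and 1972 in both with this minimum, to 4473, 4229 and 3901 with the higher-scoring 50% of each list, and to 2478, 2203 and 2063 where 20% of the gene body had to be covered.

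The pericentromeric share changed direction with the higher-scoring 50% of each list, to 1.01-fold in Col-0 (permutation p = 0.529) and 1.01-fold in *ndx1-4* (permutation p = 0.563). At a pericentromere threshold of 50% the *ndx1-4* share fell just outside the central 95% of placements, at 0.969-fold, although its permutation p was 0.0519. The pericentromeric share therefore has no settled direction against chance.

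Of the 70 alternatives left for gene features, 56 kept the direction and the side of the threshold, among them each one for CDS, introns, both UTRs and the downstream class. The upstream class reversed to 1.13-fold in Col-0 and 1.15-fold in *ndx1-4* with 500-base flanks, and with peaks of at least 500 bases it moved the other way, past the threshold, to 0.876-fold and 0.896-fold. Intergenic space reversed to 1.02-fold in Col-0 and 1.05-fold in *ndx1-4* with the higher-scoring 50%. It was no longer past the threshold with peaks of at least 500 bases (0.952-fold and 0.993-fold), with placement within the pericentromere or the arms (0.965-fold and 0.976-fold) and, in *ndx1-4*, with peaks merged (0.965-fold). Noncoding exons were no longer past it with peaks of at least 500 bases (0.952-fold and 0.97-fold) and, in *ndx1-4*, with placement within the pericentromere or the arms (0.959-fold). A minimum length leaves fewer peaks and so a wider range of placements; beyond that the cause was not tested. Since depth is unknown, the differences in peak number and length between the lists cannot be assigned to genotype.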

Other observations

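The tests of the lower scores alone, of the highest decile against the calling limit and a stricter threshold, of matched draws, of shifted partners, of linked stretches and of chance purine asymmetry were chosen only after the result was seen. The purine test was written before its value was known, but the idea came from looking at the genes under the peaks concerned, and their higher GC content had been seen before the test of GC content was written. The other tests were written before their values were known.

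Peaks found in 1 list only were mostly low-scoring: 1321 of 1685 (78.4%) in Col-0 and 924 of 1008 (91.7%) in *ndx1-4* lay in the lower 50% of scores. The share with a partner rose by 30.3 percentage points from the lowest to the fifth decile in Col-0 and by 23.9 points in *ndx1-4*, which is consistent with peaks near the calling limit passing in 1 list and not in the other. The difference planned beforehand, between the highest and the lowest decile, was 20.8 points in Col-0 and 26.2 in *ndx1-4*. Both passed the limit of 20 points set beforehand, Col-0 only narrowly, because its share fell again in the highest decile. The calling limit therefore leaves the 225 Col-0-only peaks of that decile unexplained.

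The lower peak number in *ndx1-4* was tested against a stricter effective threshold or lower depth alone. The planned measure was whether *ndx1-4* peaks were nearly a subset of Col-0 peaks, with a limit of 95%; the value was 92.6%. Noise near the calling limit could also produce such a shortfall, so a sharper measure was added: 15.9% of the highest Col-0 decile had no partner, against 2.89% of the ninth. A uniformly stricter threshold would lose weak peaks first, and it stays open for the low-scoring peaks.

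The *ndx1-4*-only peaks were not clearly gained at the pericentromere: their pericentromeric share stood at percentile 92.7 of the score-matched draws, inside the central 95%.

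The 225 Col-0-only peaks of the highest decile were long (median 740 bases, against 600 for the 1193 with a partner) and held more CDS, with a mean of 41.4% against 21.5%. Only 37 had an *ndx1-4* peak within 500 bases, so short shifts leave most of them unexplained. They were spread over 104 windows of 1 Mb with at most 6 in any window, below the mean of 6.27 for the fullest window in draws, which argues against a linked stretch of the genome that differs in the mutant. Their multi-copy share stood at percentile 16.5 of the draws, which argues against sequence present in several copies.

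Their mean purine asymmetry was 22.6%, against 17.3% for peaks of the same decile with a partner and a maximum of 20.6% in 10000 draws. Of the 95 that lay inside a single protein-coding gene, the coding strand was the purine-rich one in 77 (81.1%, 95% interval 72.0 to 87.7%), against 65.7% of those with a partner. This strand share was not matched on CDS, of which the Col-0-only peaks held more. Their GC content was also higher, 37.6% against 34.3%. The planned test of GC content alone compared strongly asymmetric peaks (at least 40%) with the others in 3 groups of GC content. It decided nothing, since those groups held 2, 2 and 12 strongly asymmetric peaks, and the differences in the share without a partner went from -14.2 to 46.4 points. Matched draws were used in its place. Asymmetry exceeded draws matched on GC content by 1.92 points (percentile 99.99) and draws matched on coding share by 3.17 points, so neither GC content nor coding sequence alone accounts for it. The coding share itself did not exceed draws matched on GC content (41.4% against 40.8%, percentile 64.1), so the excess of CDS goes with GC content. GC content exceeded draws matched on asymmetry by 2.11 points, so asymmetry alone does not account for the pattern either. A candidate explanation is that hybrids on purine-rich, GC-richer stretches were recovered less in the *ndx1-4* libraries. A loss of R-loops in the mutant and a single IP or input library that handled such sequence differently stay open, since libraries were not analysed here one by one. The 24 *ndx1-4*-only peaks of the highest decile were purine-asymmetric as well, with a mean of 28.1%, so part of this sequence class varies in both directions. Among these, the coding strand was the purine-rich one in all 10 that lay inside a single protein-coding gene.

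Purine asymmetry also marked peaks in general. It averaged 17.3% in Col-0 and 17.2% in *ndx1-4* peaks, against 8.31% and 8.36% at random, and no placement exceeded 8.57%, so chance placement does not account for it. Of 500-base stretches of the genome with an asymmetry under 10%, 6.99% met a Col-0 peak and 6.60% an *ndx1-4* peak. Between 20% and 30% asymmetry the values were 45.3% and 43.2%. Between 30% and 40% they were 61.9% and 51.2%, and between 40% and 50% they were 57.0% (90 of 158, 95% interval 49.2 to 64.4%) and 33.5% (53 of 158, 26.7 to 41.2%). The gap between the lists was thus wider in stretches of at least 30% asymmetry. No test between genotypes was made, because only a single list per genotype was analysed. Signed skews of the coding strand were a separate, planned test, which does not bear on the asymmetry because peaks of opposite sign cancel in the mean. The mean GC skew under Col-0 peaks inside 1 gene was 0.0813 against 0.0822 at random positions of the same genes. The AT skew was -0.0461 against -0.0451. Both lay inside the range of placements, so no average excess of G over C or of A over T beyond random positions was found. Whether the asymmetry reflects hybrid stability, antibody preference, or amplification and mapping of low-complexity sequence was not tested.

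The top 1% of peaks by score held more multi-copy sequence than the whole list, at 11.3% of words against 7.60% over all peaks in Col-0 (percentile 98.14 of draws), and 12% against 7.76% in *ndx1-4*. The genome as a whole held 8.91%, and only 10 of the 141 top Col-0 peaks were mostly multi-copy. Mapping was not examined, so whether reads of several copies pile up at 1 position was not tested.

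The low number of tRNA genes with a peak was not explained by multi-copy sequence. Among 458 tRNA genes with less than 10% multi-copy words within 300 bases, 3 (0.655%) had a peak in each list, against 5.51% in Col-0 and 5.18% in *ndx1-4* at random, with no placement as low. The short length of tRNA genes is already part of the random placements, and no biological explanation was tested.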
